# Cytoglobin promotes sensitivity to ferroptosis by regulating p53‐YAP1 axis in colon cancer cells

**DOI:** 10.1111/jcmm.16400

**Published:** 2021-02-21

**Authors:** Shazhou Ye, Mingjun Xu, Tingwei Zhu, Jiayi Chen, Shanping Shi, Haizhong Jiang, Qingfang Zheng, Qi Liao, Xiaoyun Ding, Yang Xi

**Keywords:** colon cancer, cytoglobin, ferroptosis, lipid peroxidation, p53, YAP1

## Abstract

Ferroptosis is an iron‐dependent mode of non‐apoptotic cell death characterized by accumulation of lipid reactive oxygen species (ROS). As a regulator of ROS, cytoglobin (CYGB) plays an important role in oxygen homeostasis and acts as a tumour suppressor. However, the mechanism by which CYGB regulates cell death is largely unknown. Here, we show that CYGB overexpression increased ROS accumulation and disrupted mitochondrial function as determined by the oxygen consumption rate and membrane potential. Importantly, ferroptotic features with accumulated lipid ROS and malondialdehyde were observed in CYGB‐overexpressing colorectal cancer cells. Moreover, CYGB significantly increased the sensitivity of cancer cells to RSL3‐ and erastin‐induced ferroptotic cell death. Mechanically, both YAP1 and p53 were significantly increased based on the RNA sequencing. The knock‐down of YAP1 alleviated production of lipid ROS and sensitivity to ferroptosis in CYGB overexpressed cells. Furthermore, YAP1 was identified to be inhibited by p53 knock‐down. Finally, high expression level of CYGB had the close correlation with key genes YAP1 and ACSL4 in ferroptosis pathway in colon cancer based on analysis from TCGA data. Collectively, our results demonstrated a novel tumour suppressor role of CYGB through p53‐YAP1 axis in regulating ferroptosis and suggested a potential therapeutic approach for colon cancer.

## 1 INTRODUCTION

Ferroptosis is a newly discovered mode of non‐apoptotic cell death that occurs as a consequence of increased lipid peroxidation due to the homeostatic turnover by accumulation of polyunsaturated fatty acid phospholipids, glutamate, iron or by depletion of antioxidant glutathione (γ‐L‐glutamyl‐L‐cysteinylglycine, GSH), NADPH, glutathione peroxidase 4 (GPX4).^1^, ^2^ Iron and iron derivatives are essential for the function of lipid peroxides. Ferroptotic cell death can be suppressed by iron chelators, lipophilic antioxidants, lipid peroxidation inhibitors and polyunsaturated fatty acid depletion.^3^ Ras selective lethal 3 (RSL3) and eradicator of Ras and ST (erastin) are two widely accepted ferroptosis‐inducing compounds that inactivate cellular glutathione (GSH)‐dependent antioxidant defences and act in an apoptosis‐independent manner.^4^ Specifically, RSL3 directly inhibits the activity of glutathione peroxidase 4 (GPX4), which eliminates lipid peroxides,^5^ while erastin blocks the glutamate/cystine antiporter of system xc‐ to import cysteine, which is a precursor of cellular GSH synthesis, and leads to a reduced level of GSH and ROS accumulation.^6^, ^7^

As a regulator of ROS, CYGB was originally discovered in rat hepatic stellate cells (HSCs) and is also named stellate cell activation‐associated protein (STAP).^8^, ^9^ Because the protein contains haem, a coordination complex of a porphyrin ring with an iron ion, this protein was renamed cytoglobin.^10^ CYGB is ubiquitously expressed in the mesenchymal fibroblastic cells of many organs, including the brain, liver and intestine. Because haem iron has demonstrated affinities for exogenous ligands and equilibrium constants for O2 that are similar to those observed in myoglobin, CYGB exhibits intrinsic oxygen (O2)‐binding capacity. Regarding its distribution in fibroblast‐like cells, which are not generally associated with high metabolic rates and oxygen consumption, CYGB might act as an oxygen sensor and be involved in cell proliferation and possibly oxygen diffusion for collagen synthesis.^9^ Multiorgan abnormalities, including tumours in the lung, liver and intestine, have been observed in *Cygb*‐deficient mice.^11^, ^12^ When subjected to treatment with N,N‐diethylnitrosamine (DEN), a liver‐specific carcinogen and fed a high‐fat diet, mice harbouring a hetero‐ or homozygotic deletion of *Cygb* were found to exhibit increased sensitivity to the drug, as all the mice developed liver tumours six months after the initiation of the DEN treatment.^13^ These reports suggest that CYGB is a tumour suppressor and that the loss of CYGB promotes sensitivity to tumorigenesis.^14^ It was further suggested that the promoter of *CYGB* was methylated, causing the silencing of *CYGB* expression, and that the restoration of CYGB could inhibit cancer cell growth.^15^ However, the mechanism by which CYGB regulates cell death is still largely unknown.

Recent discoveries have tried to reveal connections between ferroptosis and neoplastic diseases.^416^ Yes‐associated protein 1 (YAP1), the main effector of the Hippo signalling pathway, has been reported to regulate multiple biological processes, such as metabolism, tumorigenesis and ferroptosis.^17^, ^18^, ^19^ YAP1 can be phosphorylated by large tumour suppressor kinase 1/2 (LATS1/2) and degraded by proteasomes.^20^ When the Hippo/LATS1/2 pathway is turned off, YAP1 can shuttle into the nucleus and promote multiple transcriptional programs. YAP1 might act either as an oncogene or tumour suppressor depending on its binding partner and its subcellular localization.^21^ Indeed, YAP1 can function as an oncogene through its interactions with TEA domain transcription factors (TEAD) and is frequently amplified or hyperactivated in a number of human solid tumours.^22^ On the other hand, YAP1 has been reported to function as a tumour suppressor in breast cancer and haematological malignancies by promoting apoptosis in these contexts.^23^, ^24^ Moreover, a recent study demonstrated that YAP1 can promote ferroptosis.^25^

In the present study, we demonstrated that CYGB inhibits colorectal cancer (CRC) cell growth and promotes lipid peroxidation. Importantly, CYGB‐overexpressing cells are more sensitive to RSL3‐ and erastin‐induced ferroptosis. We also performed a mechanical demonstration that YAP1 is a key downstream target. Our results provide important molecular evidence of CYGB function.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture and treatments

HCT116 human CRC cells were cultured in RPMI 1640 medium, and SW620 cells were maintained in DMEM with high glucose supplemented with 10% (v/v) foetal bovine serum and 100 U/ml penicillin‐streptomycin (Sigma‐Aldrich, USA). The short tandem repeat (STR) profiling of both cell lines was certificated at Shanghai Novobio Biotechnology (Shanghai, China). N‐Acetyl‐L‐cysteine (NAC, HY‐B0215), ferrostatin‐1 (Fer‐1, HY‐100579), (1S,3R)‐RSL3 (RSL3, HY‐100218A) and erastin (HY‐15763) were purchased from MedChemExpress (MCE) (Shanghai, China). Z‐VAD‐FMK (Z‐VAD, S7023) was purchased from Selleck Chemicals Company (Shanghai, China). RSL3 and erastin were applied to induce ferroptosis. Fer‐1 and NAC were used to inhibit ferroptosis. The concentrations are indicated in the text.

### 2.2 Cell proliferation and colony formation assay

Thiazolyl Blue (MCE, China) was used for the cell proliferation assay according to the manufacturer's protocol. The cells were plated in 96‐well plates, and the absorbance at 490 nm was measured. The relative viability normalized to the untreated condition was calculated.

For the cell colony formation assay, cells were seeded in 6‐well plates. After culturing for 2 weeks, the cells were fixed with 4% PFA and stained with 0.5% crystal violet solution (Solarbio, USA) at room temperature. Then, the cell colonies were counted and imaged.

### 2.3 Cell cycle and cell death analysis

Resuspended cells were incubated with 500 µL DNA staining solution and 10 µL permeabilization solution (MultiSciences, China) following the manufacturer's instructions. The DNA content was determined using flow cytometry (CytoFLEX S, Beckman).

Cell death was determined by propidium iodide (PI, BD, USA) staining. In brief, the cells were treated with test compounds for the indicated times, trypsinized, washed twice and resuspended in 500 µL PBS containing PI (500 ng/ml). After 20 minutes of incubation, the cell viability was detected using a flow cytometer.

### 2.4 Measurement of ROS and lipid peroxidation

The cellular or mitochondrial ROS levels were measured by staining with DCFH‐DA (25 µM, Sigma) or MitoSOX^TM^ Red (5 µM, Invitrogen) for 30 minutes at 37°C. The samples were then assessed using a flow cytometer.

To analyse lipid peroxidation, the cells were stained with 2 μM BODIPY‐C11 (Invitrogen) or assessed by measuring the malondialdehyde (MDA) levels using a lipid peroxidation MDA assay kit (Beyotime, China) according to the manufacturer's instructions.

### 2.5 Mitochondrial integrity and respiration measurements

The mitochondrial integrity was assessed by measuring the mitochondrial membrane potential (Δψ) using the fluorescent dye JC‐1 (BD, USA) according to the manufacturer's protocol. The samples were analysed using flow cytometry.

Real‐time monitoring of the cellular oxygen consumption rate (OCR) was performed using an XF96 extracellular flux analyser (Seahorse Bioscience) following the manufacturer's instructions. During the measurement, the following inhibitors of the respiratory chain components were serially added to the culture medium: the ATP synthase inhibitor oligomycin (1 µM); the respiratory uncoupler FCCP (0.5 µM); and the complex I and III inhibitors rotenone (0.5 µM) and antimycin A (0.5 µM).

### 2.6 Lentivirus, siRNAs, and transfection

To produce constitutive expression, a lentivirus carrying the CYGB CDS (protein coding region) fused with FLAG was constructed by and purchased from GeneChem Biotechnology (Shanghai, China). For CYGB overexpression, CYGB or MOCK viruses were applied to cells at an MOI of 20, and a two‐week drug selection with puromycin was performed to obtain stable cell lines.

The sequences of the YAP1 siRNAs were siYAP1‐1:5′‐GACAUCUUCUGGUCAGAGATT‐3′^26^ and siYAP1‐2:5′‐CCACCAAGCUAGAUAAAGATT‐3′,^27^ p53 siRNA was sip53: 5′‐GAGGUUGGCUCUGACUGUATT‐3′^28^ as reported by previous studies. The siRNAs were synthesized by GenePharma Biotechnology (Shanghai, China). The Lipofectamine® RNAiMAX Transfection Reagent (Invitrogen, Germany) was used for the knock‐down experiment following the manufacturer's instructions.

### 2.7 RNA extraction and qRT‐PCR

Total RNA was prepared with the TRIzol method (Invitrogen, Germany) and reverse transcribed using the GoScript Reverse Transcription (RT) System (Promega, USA). Quantitative RT‐PCR was performed using LightCycler 480 SYBR Green I Master on a LightCycler 480 II instrument (Roche, USA). The primers were as follows: CYGB‐F: 5′‐AGGCGAGATGGAGATCGAG‐3′; CYGB‐R: 5′‐ CTGGCTGAAGTACTGCTTGG‐3′; p53‐F: 5′‐GAGGTTGGCTCTGACTGTACC‐3′; p53‐R: 5′‐TCCGTCCCAGTAGATTACCAC‐3′; YAP1‐F: 5′‐ACAGCTCAGCATCTTCGACA‐3′; YAP1‐R: 5′‐TATTCTGCTGCACTGGTGGA‐3′; SLC7A11‐F: 5′‐GTTGCGTCTCGAGAGGGTCA‐3′; SLC7A11‐R: 5′‐GTCGAGGTCTCCAGAGAAGAGC‐3′; β‐actin‐F: 5′‐GCCGATCCACACGGAGTACTT‐3′; and β‐actin‐R: 5′‐TTGCCGACAGGATGCAGAA‐3′. The gene expression was normalized to that of β‐actin, and the relative fold change was calculated.

### 2.8 RNA sequencing

Extracted total RNAs were assessed with Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA) and Qubit Fluorometer (Invitrogen). Total RNA samples that meet the following requirements were used in subsequent experiments: RNA integrity number (RIN) > 7.0 and a 28S:18S ratio > 1.8. Sequence libraries were generated with the NEB Next Ultra RNA Library Prep Kit for Illumina (NEB) and sequenced by CapitalBio Technology (Beijing, China). The triplicate samples of all assays were constructed an independent library.

High‐throughput RNA sequencing (RNA‐seq) was performed with pair end 150‐base pair reading length on an Illumina NovaSeq 6000 sequencer (Illumina, San Diego, CA) by CapitalBio Corporation (Beijing, China). Genes with a p‐value <= 0.01 and an expression ratio >= 2 or expression ratio <= 0.5 were recognized as significantly differentially expressed genes (DGEs) in the RNA‐seq analysis. The Kyoto Encyclopedia of Genes and Genomes database (KEGG) pathway enrichment analysis was performed for the DGEs using the clusterProfiler R package^29^ and KOBAS 3.0 software (available online: http://kobas.cbi.pku.edu.cn). Pathway terms with *P*‐value (or Q‐value) less than 0.05 were considered significantly enriched by target genes. RNA‐seq data sets have been deposited in GEO (Gene expression omnibus) under the accession number #GSE149426.

### 2.9 Fluorescence staining of cellular iron

FerroOrange (F374, Dojindo Molecular Technologies Inc) was used to detect the cellular iron. Briefly, HCT116 ‐MOCK and ‐CYGB cells were seeded on microscope cover glass in culture dishes for 24 hours and stained with FerroOrange (0.5 μM) for 30 minutes, washed and then observed under an inverted confocal laser scanning microscope equipped with a 60 × oil immersion optic (Leica, TCS SP8).

### 2.10 Western blot analysis

The proteins were isolated and separated by SDS‐PAGE. Primary antibodies against CYGB (#60228, Proteintech), YAP1 (#14074, Cell Signaling Technology), phospho‐YAP1 (Ser127) (#13008, Cell Signaling Technology), p53 (#2524, Cell Signaling Technology), phospho‐p53 (Ser15) (#9284, Cell Signaling Technology), SLC7A11 (#12691, Cell Signaling Technology), ACSL4 (#ab155282, Abcam) and GAPDH (#AP0063, Bioworld Antibodies) were used.

### 2.11 Statistical analysis

The data are presented as the mean ± standard deviation (SD). The statistical tests were performed with Prism GraphPad software. The Cancer Genome Atlas (TCGA) and the Genotype‐Tissue Expression (GTEx), and the Cancer Cell Line Encyclopedia (CCLE) data of mRNA expression were downloaded from the University of California Santa Cruz (UCSC) Xena website (https://xenabrowser.net/datapages/).^30^ We applied ‘limma’ package in R to screen differentially expressed genes. Here, we set |log2(Fold change)| > 2 and false discovery rate (FDR) < 0.05 as the cut‐off.^31^ Here, to further identify the role of CYGB, we used ‘clusterProfiler’ package in R to visualize the correlation.^29^ The Pearson correlation coefficient was used to assess the relationship between the two variables. Unless otherwise noted, p values were calculated using unpaired, two‐tailed t tests assuming unequal variance.

## 3 RESULTS

### 3.1 CYGB inhibited cell growth in colon cancer cells

The TCGA (https://portal.gdc.cancer.gov/) and GTEx (https://www.gtexportal.org/home/index.html) databases were utilized to investigate the expression of *CYGB* in colon cancer and significantly decreased *CYGB* expression was observed in cancer tissues compared with normal tissues (*P* < 0.001) (Figure 1A). To further explore the function of CYGB, the CYGB expression was divided into CYGB‐low (CYGB‐L) and CYGB‐high (CYGB‐H) groups by the median expression value of *CYGB* to collect differentially expressed genes for functional pathway analysis. The top twenty significantly enriched KEGG pathways were listed in Figure 1B. Among them, Wnt and Hippo signalling pathways, which were involved in the cell growth, were included suggesting CYGB played regulatory role in cell growth. To further demonstrate the cellular function, CYGB lentivirus was applied to infect two well‐established cell lines HCT116 and SW620, and cells that constitutively expressed CYGB were obtained (Figure 1C,F). Significant inhibition of cell growth (Figure 1D,G) and single‐cell colony formation (Figure 1E,I) were confirmed in both the CYGB‐overexpressing cell lines. These above results demonstrated that CYGB inhibited cell growth in colon cancer cells.

**FIGURE 1:**
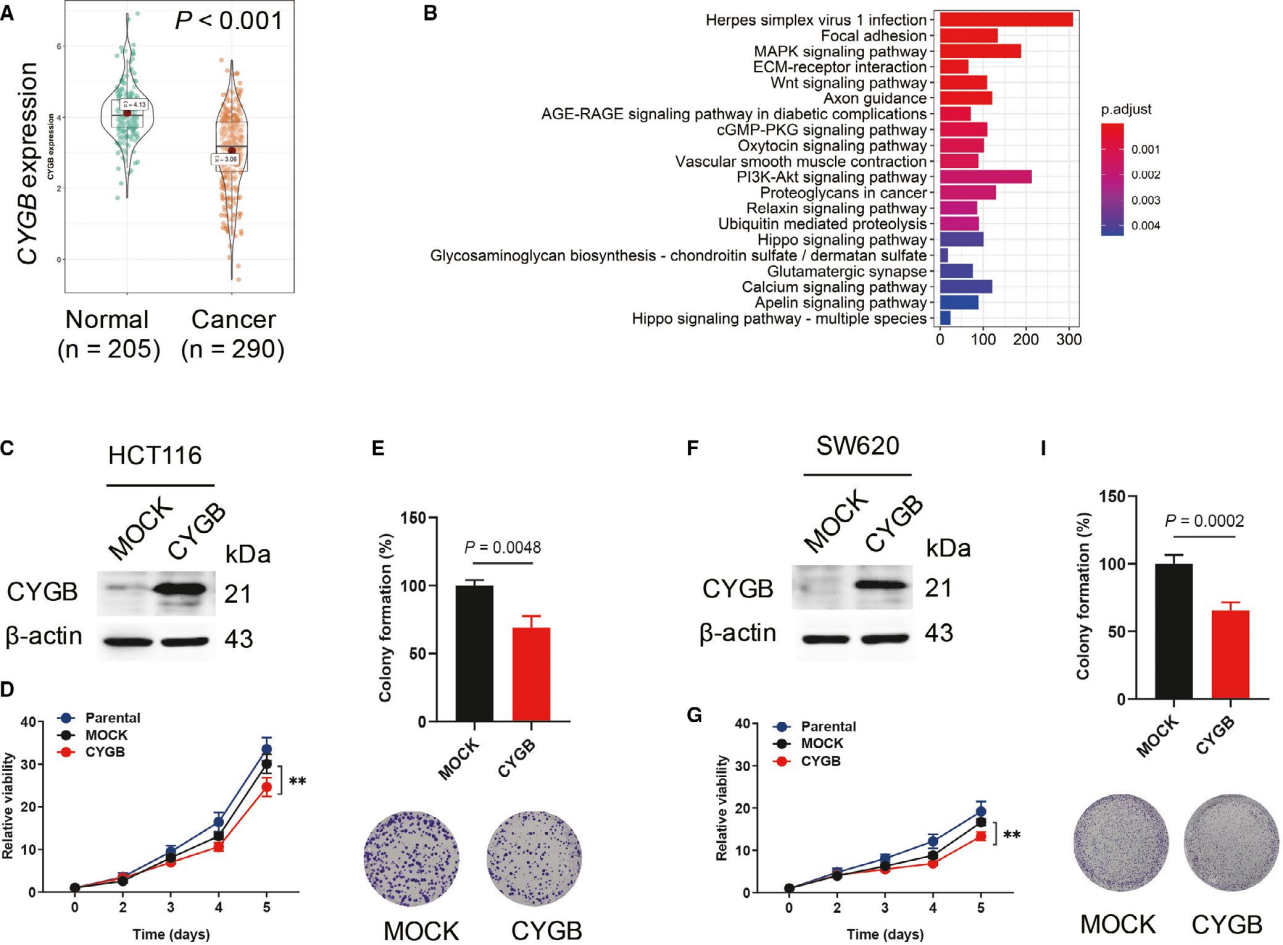
CYGB inhibited cell growth in colon cancer cells. A. Comparison of CYGB mRNA expression (transcripts per million in log scale) in COAD from the TCGA and GTEx databases. B. The list of significantly changed signalling pathways between comparison of CYGB‐low and CYGB‐high expression. The differentially expressed gens were collected based on the CYGB expression by the median expression value of *CYGB*. C, F. Confirmation of CYGB overexpression by immunoblotting in the human CRC cell lines HCT116 (C) and SW620 (F). D, G. Effects of CYGB on cell proliferation. Cell growth was determined on days 0, 2, 3, 4, and 5 in the CYGB‐overexpressing HCT116 (D) and SW620 cells (G). Relative viability normalized to the untreated condition was used. E, I. Colony formation assay. Single cells were cultured for eleven days to obtain colony formation and then stained with crystal violet solution

### 3.2 CYGB promoted ROS production and disrupted mitochondrial function

CYGB was suggested to play a role in regulating the cellular oxidative status; thus, we first detected the cellular ROS level. As indicated in Figure 2A and C, an obviously elevated ROS level was observed in both colon cancer cell lines that overexpressed CYGB. Moreover, ROS in the mitochondrion was also significantly increased in the CYGB‐overexpressing cells (Figure 2B and D). Furthermore, to determine whether CYGB affects the mitochondrial function, live monitoring using an extracellular flux analyser was performed. Compared with the MOCK cells, the oxygen consumption rate (OCR) decreased in both CYGB cell lines, and the basal respiration rate and ATP production were obviously decreased (Figure 2E; Figure S1A). The fluorescent staining of mitochondria with the JC‐1 dye revealed that CYGB overexpression significantly decreased the mitochondrial membrane potential (FL2) but had no effect on mitochondrial mass (FL1) (Figure 2F; Figure S1B), which corresponded with the decreased oxygen consumption in the CYGB‐OP cell lines. These results suggest that CYGB promoted ROS production and disrupted mitochondrial function in cancer cells.

**FIGURE 2:**
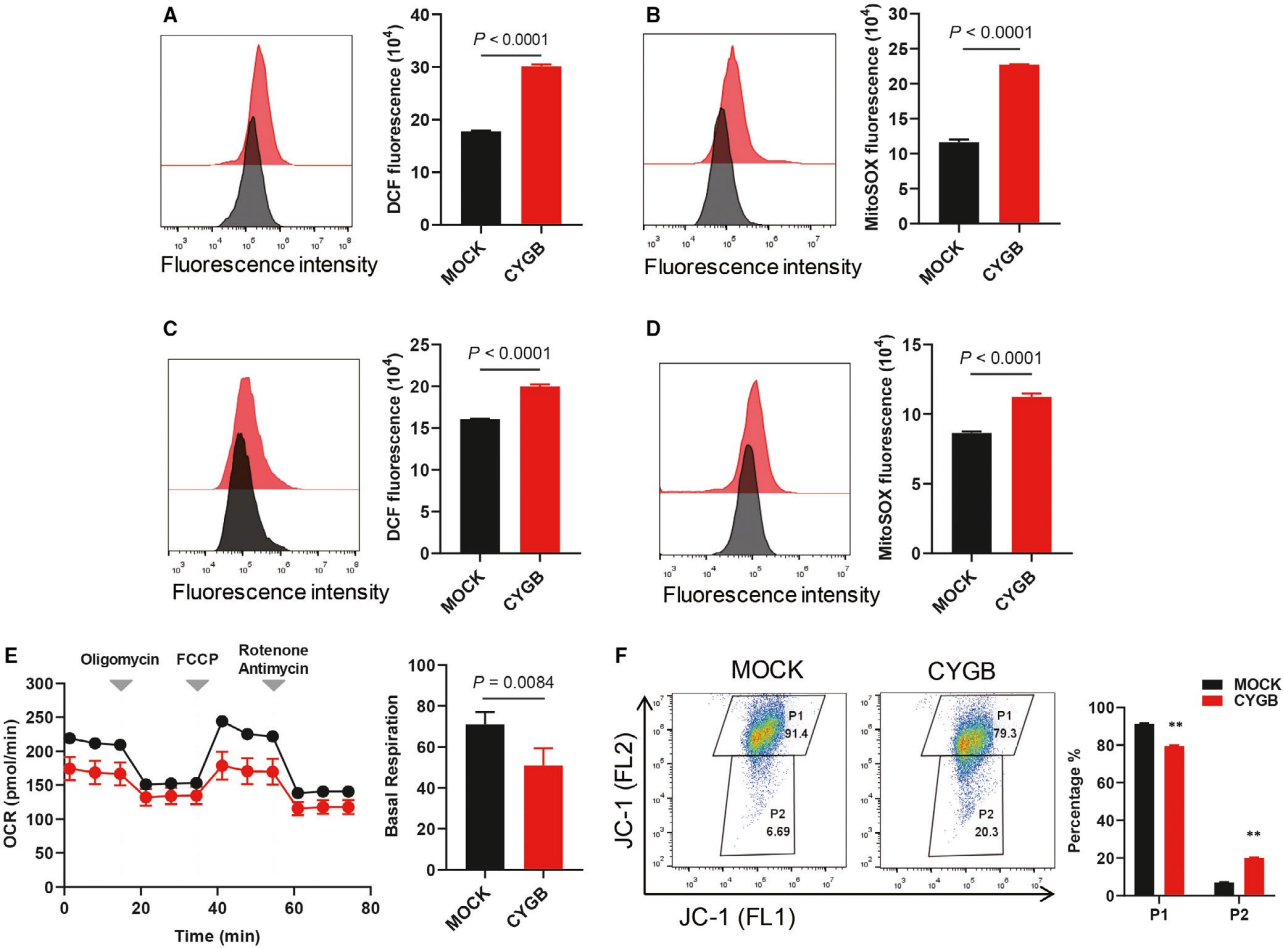
CYGB promoted ROS production and disrupted mitochondrial function. A, C. Cellular ROS was detected in the CYGB‐overexpressing HCT116 (A) and SW620 (C) cells with DCFDA. B, D. ROS production in mitochondria was identified with MitoSOX Red in the HCT116 (B) and SW620 (D) cells. The quantification was determined by flow cytometry. E. Oxygen consumption rate (OCR) of the MOCK‐ and CYGB‐overexpressing HCT116 cells. Respiratory chain inhibitors were serially added to the culture at the indicated time‐points. Basal OCRs are shown by subtracting the rotenone/antimycin‐treated value from the initial value. F. Mitochondrial membrane potential was evaluated by fluorescence staining of mitochondria with the JC‐1 dye. Data represent the mean ± SD of three biological replicates. *P < 0.05, **P < 0.01

### 3.3 CYGB improved lipid oxidation and increased sensitivity to ferroptosis

Increased cellular ROS has been reported to cause lipid peroxidation. As indicated, obviously increased lipid peroxidation was detected in the CYGB‐overexpressing cells measured by the lipid peroxidation probe C11‐BODIPY staining (Figure 3A and B). To further demonstrate lipid peroxidation, MDA, which is a metabolic product of lipid peroxidation, was evaluated in the cells (Figure 3C and D). The increased MDA production strongly indicates increased lipid peroxidation in the CYGB cells. Moreover, an increased level of cellular iron was detected in CYGB‐overexpressing cells (Figure 3E).

**FIGURE 3:**
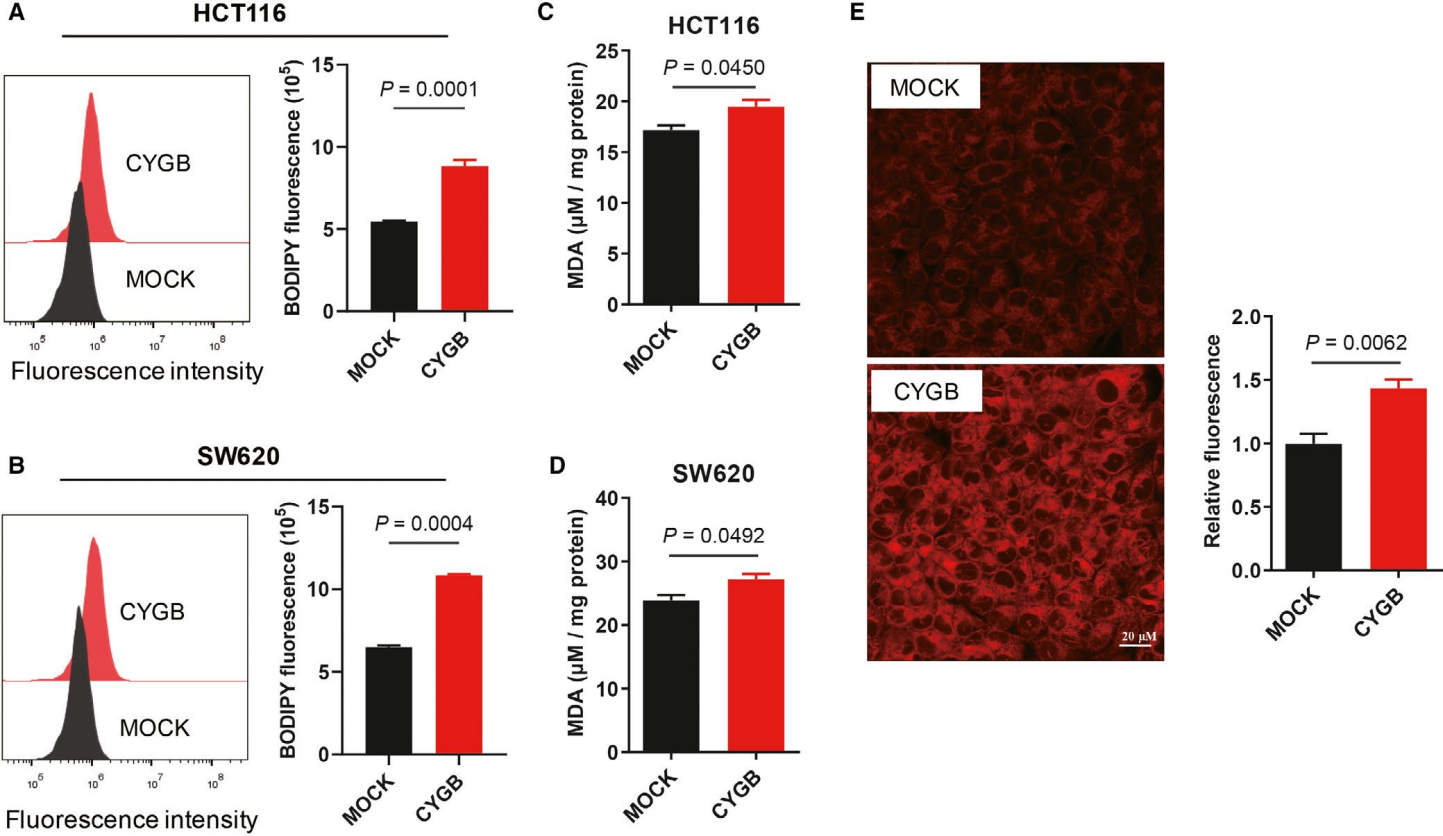
CYGB improved lipid oxidation. A, B. Lipid peroxidation in the MOCK‐ and CYGB‐overexpressing HCT116 (A) and SW620 cells (B) was assessed with C11‐BODIPY by flow cytometry. C, D. Malondialdehyde (MDA) levels were detected using a lipid peroxidation MDA assay kit in the HCT116 (C) and SW620 cells (D). E. Fluorescence staining of cellular iron. The iron was stained with FerroOrange and photographed. The relative fluorescence normalized to the untreated condition was indicated as the quantified data

To demonstrate the effects of increased lipid peroxidation, RSL3 and erastin, which are two widely used inducers of ferroptosis, were used. Both RSL3 and erastin inhibited the growth of the HCT116 cells (Figure 4A and B) and SW620 cells (Figure S2A and B). Obviously, the two CYGB‐overexpressing cell lines are more sensitive to cell death induced by RSL3 and erastin. Although an increased cell growth was observed after CYGB siRNAs knock‐down in HCT116 cells (Figure S2C), no significant decreased cell death after treatment with inducers of ferroptosis was detected (Figure S2D). Moreover, there had increased MDA level with the treatment of RSL3 and erastin, while it was more obvious in CYGB‐overexpressing cells (Figure 4C and Figure S2E). Furthermore, the high lipid peroxidation level induced by RSL3 or erastin was significantly decreased in the CYGB‐overexpressing cells with the addition of the ferroptosis inhibitors ferrostatin‐1 and NAC (Figure 4D). Importantly, RSL3‐ or erastin‐induced cell death was also obviously inhibited (Figure 4E), while there had no significant difference with treatment of Z‐VAD, the apoptosis inhibitor (Figure S2F). These results strongly indicated that CYGB was involved in ferroptosis.

**FIGURE 4:**
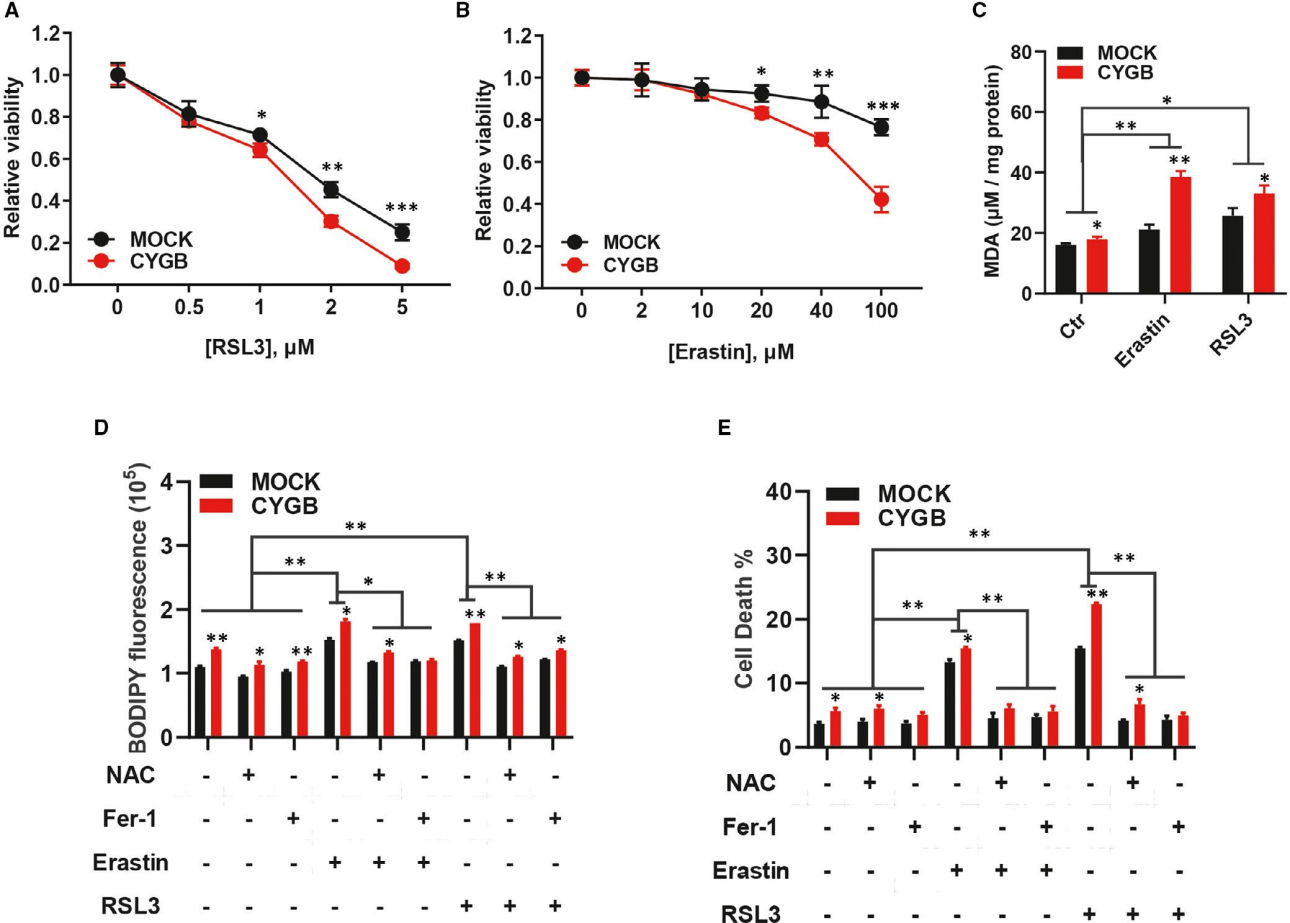
CYGB increased sensitivity to ferroptosis. A, B. Effects of CYGB on cell proliferation after application of the ferroptosis inducers RSL3 (A) or erastin (B). The indicated concentrations of the inducers were applied, and the cell viability was determined after 48 hours. C. Malondialdehyde (MDA) levels were detected in cells with RSL3 or erastin treatment for 24 hours using a lipid peroxidation MDA assay kit. D. Lipid peroxidation was detected after the application of NAC and ferrostatin‐1, with or without RSL3 or erastin. 10 mM NAC and 1 μM Fer‐1 were applied 2 hours before the addition of RSL3 or erastin. An 8 hours treatment of 2 μM RSL3 or 40 μM Erastin was used. E. Cell death was analysed with propidium iodide (PI) staining by flow cytometry after the application of NAC and ferrostatin‐1 (Fer‐1), with or without RSL3 or erastin. 10 mM NAC and 1 μM Fer‐1 were applied 2 hours before the addition of RSL3 or erastin. A 24 hours treatment of 2 μM RSL3 or 40 μM Erastin was used. Data represent the mean ± SD of three biological replicates. *P < 0.05, **P < 0.01

### 3.4 CYGB promoted YAP1 expression and was involved in ferroptosis signalling pathway

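RNA from HCT116 cells, a human colon cancer line, was sequenced after stable transduction with a control lentivirus (MOCK) or a lentivirus carrying the CYGB coding region, with 3 libraries per group and paired-end reads. The authors deposited raw counts per transcript without normalization. Library totals were 58138393, 65252059 and 64325851 counts for MOCK replicates 1 to 3, and 61601071, 62462929 and 66035266 counts for CYGB replicates 1 to 3. The table lists 151453 transcripts with a gene and 21225 assembled transcripts without one, which held 18.6 to 19.5% of the counts and were left out of the tests. The paper's text does not name the counting tool or how reads were divided among the isoforms of a gene. Each comparison of CYGB with MOCK was therefore made per transcript, the unit of the table, and again after summing the transcripts of each gene. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test, without a term for the replicate number. CYGB (ENSG00000161544, chromosome 17 of GRCh38 from 76527356 to 76551175, minus strand) was used to check the labels. Its gene-level count was 10, 28 and 34 in the MOCK libraries and 34935, 27681 and 32333 in the CYGB libraries. This corresponded to 0.467 ± 0.231 CPM (counts scaled to library size; SD, n = 3) in MOCK and 617 ± 73.4 CPM (SD, n = 3) in CYGB-overexpressing cells. The log2 fold change was 10.35 (standard error 0.45, adjusted p = 0.00226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).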

We next examined whether a global change was induced by CYGB overexpression through RNA‐seq. 

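The threshold of the methods, an unadjusted p-value of at most 0.01 with an expression ratio of at least 2 or at most 0.5, was applied to the 66609 transcripts that passed edgeR's expression filter. It was passed by 681 transcripts, of which 360 were higher and 321 lower in CYGB-overexpressing cells. These transcripts belonged to 593 genes, 564 of them protein coding in GENCODE 29. An unadjusted p-value of at most 0.01 alone was reached by 697 transcripts, against 666 that this p-value gives by chance among 66609 tests. After Benjamini-Hochberg adjustment, 10 transcripts had an adjusted p under 0.05 with edgeR's quasi-likelihood test, 6 of them higher in CYGB-overexpressing cells. Other settings moved these numbers in both directions. DESeq2 placed 1506 transcripts past the threshold of the methods and 748 transcripts at an adjusted p under 0.05. A filter at a mean of at least 50 counts left 319 transcripts past the threshold of the methods. Leaving out MOCK replicate 3 gave 1209 transcripts past the threshold of the methods. After the transcripts of each gene were summed, 19987 genes were tested and 113 passed the same threshold, 56 higher and 57 lower. Of the 681 transcripts, 52 belonged to a gene that also passed in the same direction.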

A total of 2579 mRNA, including 1356 identified protein coding genes, were significantly changed, with 1336 up‐ and 1243 down‐regulated (Figure 5A). These changes in gene expression indicated alterations throughout the entire cell, and among the top twenty significantly enriched KEGG pathways, metabolic pathways were the most significantly affected by CYGB (Figure 5B). 

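At the level of the gene, 11 genes had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 5 higher and 6 lower in CYGB-overexpressing cells. Among those of the 11 genes with a mean of at least 10 CPM in a group and no overlap between groups, Z83844.3, MTUS1 and ARMT1 rose, besides CYGB itself. MTUS1 (ENSG00000129422, chromosome 8 of GRCh38 from 17643795 to 17800917) had 544, 506 and 442 counts in MOCK libraries and 8529, 8652 and 8663 counts in CYGB libraries. Its log2 fold change was 4.09 (standard error 0.14, adjusted p = 0.00146 by the same test). ARMT1 (ENSG00000146476, chromosome 6 from 151452258 to 151470101) rose by 1.46 on the log2 scale (adjusted p = 0.049), and lost this adjusted p under 0.05 with any of the 6 libraries left out. Within the same limits, the largest falls were in KRR1, PGAP1, PDXP and KDM3A. KRR1 (ENSG00000111615, chromosome 12 from 75490861 to 75511636) had a log2 fold change of -4.23 (standard error 0.20, adjusted p = 0.00286). KDM3A (ENSG00000115548, chromosome 2 from 86440647 to 86492716) had a log2 fold change of -2.03 (standard error 0.10, adjusted p = 0.00316). PGAP1 had a log2 fold change of -4.12 (adjusted p = 0.0335), and it too lost this call with any library left out. PDXP, at -3.79, and Z83844.3, at 5.85, overlap on chromosome 22, and their summed counts had a log2 fold change of -0.19. Across all tested genes, log2 CPM correlated between libraries of 1 group at r = 0.955 to 0.961 and between libraries of different groups at r = 0.954 to 0.962. These correlations are across genes, which are not independent replicates. The KEGG metabolic pathways were not analysed here. From its list of differentially expressed genes, the paper reasons that expression was altered throughout the cell.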

The Hippo signalling pathway was among the top five most significantly enriched KEGG pathways (Figure 5B). 

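The KEGG release used by the paper was not used here, and a hand-written list of 157 Hippo pathway genes stood in its place. The list includes the 12 genes of Figure 5G, which the study picked as changed both in these libraries and in TCGA data. Of its genes, 137 had at least 1 tested transcript, and 11 of them (8.03%) had a transcript past the threshold of the methods. Among the other 19465 genes with a tested transcript, 582 (2.99%) did. The odds ratio was 2.83 (p = 0.00302, two-sided Fisher's exact test), which is not independent evidence because 4 of the 11 genes come from the figure. Without the 12 genes, an alternative added after the data were seen, 7 of 125 genes (5.6%) remained, with an odds ratio of 1.92 (p = 0.105, two-sided Fisher's exact test). Genes of the list had a median of 3 tested transcripts, against 2 for the other genes. Among 10000 random lists matched on the number of tested transcripts and on expression, the mean number of genes with such a transcript was 5.04, and 126 lists reached 11 (one-sided permutation p = 0.0127). Without the 12 genes the mean was 4.15, and 1199 lists reached 7 (one-sided permutation p = 0.12). Without CYGB replicate 1 the odds ratio was 1.76 (p = 0.0886, two-sided Fisher's exact test). Of the 11 genes, 5 had only transcripts that rose, 3 only transcripts that fell, and 3 had both. None of the 11 had an adjusted p under 0.05 at the level of the gene with edgeR's quasi-likelihood test. After summing the transcripts of each gene, 2 of 139 tested genes of the list passed the threshold (odds ratio 2.60, p = 0.186, two-sided Fisher's exact test).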

As a key factor in Hippo signalling, YAP1 expression and its direct downstream target ACSL4 were verified to be increased (Figure 5C), but YAP1 phosphorylation level was not obviously increased, suggesting that Hippo signalling was not activated by the typical pathway.

**FIGURE 5:**
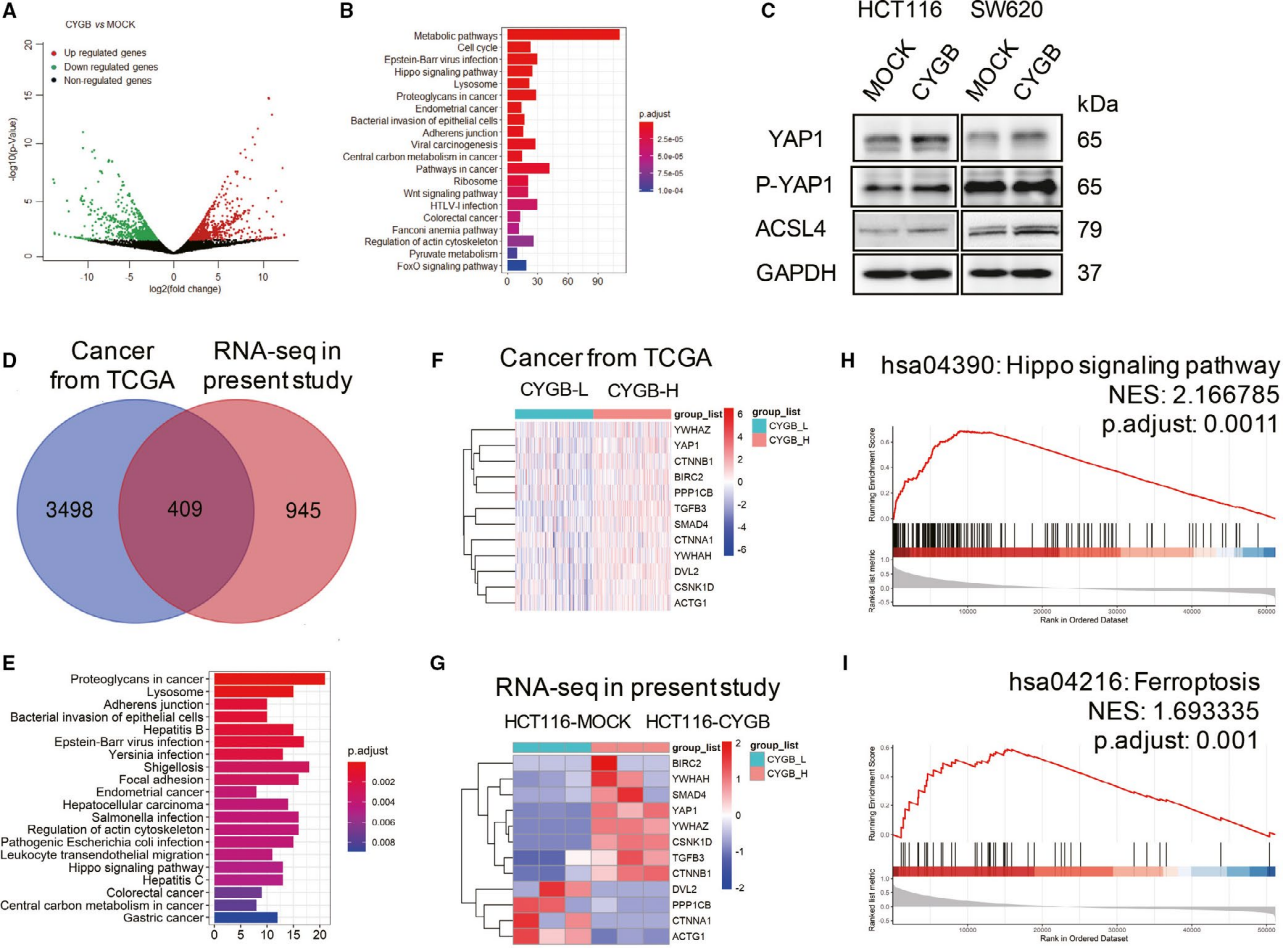
CYGB promoted YAP1 expression and was involved in ferroptosis signalling pathway. A. Demonstration of significant changes in the expression of genes based on RNA‐seq in the CYGB‐overexpressing HCT116 cells compared to MOCK cells. B. The most twenty significantly enriched KEGG pathways based on CYGB overexpression. C. Immunoblotting analysis of YAP1, P‐YAP1 and ACSL4 in the MOCK‐ and CYGB‐overexpressing cells. GAPDH was used as a loading control. D. The comparison of obviously changed genes between RNA‐seq in present study and the colon cancer data from TCGA in Figure 1B. E. The most twenty significantly enriched KEGG pathways based on overlapped genes in D. F, G. The list of obviously changed ferroptosis‐related genes between comparison of CYGB‐low and CYGB‐high expression in colon cancer from TCGA data (F) and RNA‐seq in present study (G). H, I. Gene set enrichment analysis (GSEA) indicates that high expression of CYGB is associated with the hippo (H) and ferroptosis signalling pathway (I) in the TCGA database

To give a further understanding, we compared the common differentially expressed genes between RNA‐seq in present study and genes collected based on the CYGB expression from TCGA (Figure 5D). A total of 409 differentially expressed genes were collected used for KEGG signalling pathway analysis, and the Hippo signalling pathway was listed as one of the significantly enriched KEGG pathways (Figure 5E). 

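Gene-level counts of BIRC2, YWHAH, SMAD4, YAP1, YWHAZ, CSNK1D, TGFB3, CTNNB1, DVL2, PPP1CB, CTNNA1 and ACTG1 were compared between the 3 MOCK and the 3 CYGB libraries. BIRC2 (ENSG00000110330, chromosome 11 of GRCh38 from 102347211 to 102378670) had 83.1 ± 10.4 CPM in MOCK and 38.0 ± 3.46 CPM in CYGB-overexpressing cells (SD, n = 3 each). Its log2 fold change was -1.13 (standard error 0.13, adjusted p = 0.18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the adjusted p of BIRC2 was 1.09e-08, and over the alternatives tried it ranged from 1.09e-08 to 1. YWHAH (ENSG00000128245, chromosome 22 from 31944461 to 31957603) had 137 ± 57.3 CPM in MOCK and 238 ± 13.2 CPM in CYGB-overexpressing cells (SD, n = 3 each). It had a log2 fold change of 0.80 (standard error 0.28, adjusted p = 0.963 by the same edgeR test). With one library left out, the log2 fold change of YWHAH ranged from 0.62 to 1.20. It was 1.20 without MOCK replicate 3 (adjusted p = 0.0593 by the same edgeR test). With any other library left out, the adjusted p of YWHAH was at least 0.936 by that test. The groups of DVL2, at a log2 fold change of -0.34, also did not overlap. Complete separation occurred in 3 of the 12 genes, where 3 libraries against 3 separate by chance in 10% of genes. The other log2 fold changes lay within the range from -0.23 to 0.30. Of the 12 genes, BIRC2 alone passed the threshold of the methods at the level of the gene, and it was lower in CYGB-overexpressing cells. With edgeR's quasi-likelihood test over all genes tested, none of the 12 had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05. Adjusted over the list alone, 1 gene did, which is not independent evidence because the study chose the list partly on these samples. At least 1 transcript past the threshold of the methods was found for 4 of the 12 genes, namely YAP1, YWHAZ, CSNK1D and ACTG1.

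**Figure D1:**
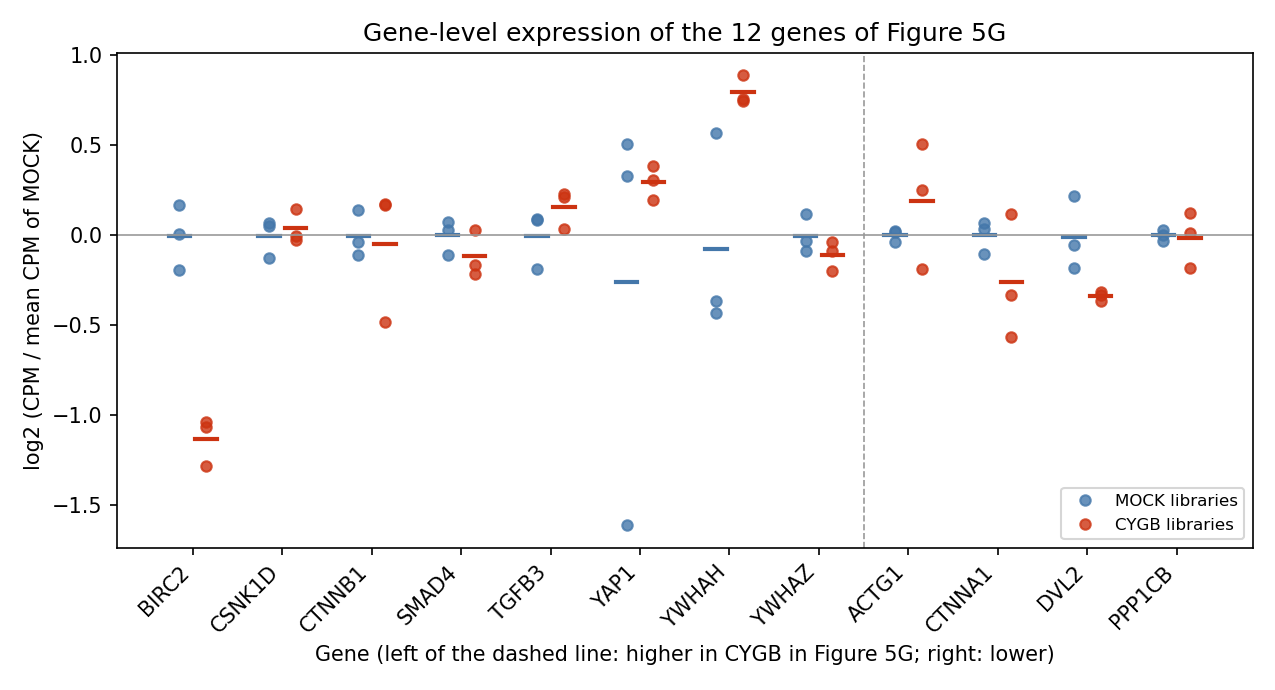
Gene-level expression of the 12 genes in each library, as the log2 ratio of its CPM to the mean CPM of the 3 MOCK libraries. Points are libraries and bars are group means; BIRC2 lies lower in all 3 CYGB libraries, and MOCK replicate 2 lies apart for YAP1.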

The common genes were listed in the data from TCGA (Figure 5F) and RNA‐seq in present study (Figure 5G). Furthermore, gene set enrichment analysis (GSEA) in the TCGA database indicates that high expression of CYGB is associated with the hippo (Figure 5H) and ferroptosis signalling pathway (Figure 5I).

### 3.5 CYGB promoted ferroptosis sensitivity is YAP1 dependent

Next, we asked whether the increased sensitivity to ferroptosis in CYGB‐overexpressing cells was related to increased YAP1 expression. Specific siRNAs targeting YAP1 were applied, and the efficiency was confirmed by the obviously decreased levels of YAP1 and its direct downstream target ACSL4 (Figure 6A). As a result of YAP1 knock‐down, the ROS level was decreased in the YAP1 siRNA‐treated cells, and the increased ROS level in the CYGB‐overexpressing cells was recovered to levels similar to those in the control cells (Figure 6B). Moreover, the level of lipid oxidation in the CYGB‐overexpressing cells was also restored (Figure 6C). Importantly, RSL3‐induced cell death was decreased in both the MOCK‐ and CYGB‐overexpressing cell lines with YAP1 knock‐down, and there was no obvious difference between these two cell lines (Figure 6D), indicating that YAP1 was a key factor responsible for RSL3‐induced cell death in the CYGB‐overexpressing cells. To provide further evidence, the colon adenocarcinoma (COAD) samples from TCGA database was utilized, and a significant correlation was observed between *CYGB* and *YAP1* (*r* = 0.34, *P* < 0.0001, Figure 6E) and between *CYGB* and *ACSL4* (*r* = 0.32, *P* < 0.0001, Figure 6F), which was also detected based on the data from Cancer Cell Line Encyclopedia (CCLE) databases (Figure S3A and B). These above results strongly indicated that CYGB was closely correlated with YAP1.

**FIGURE 6:**
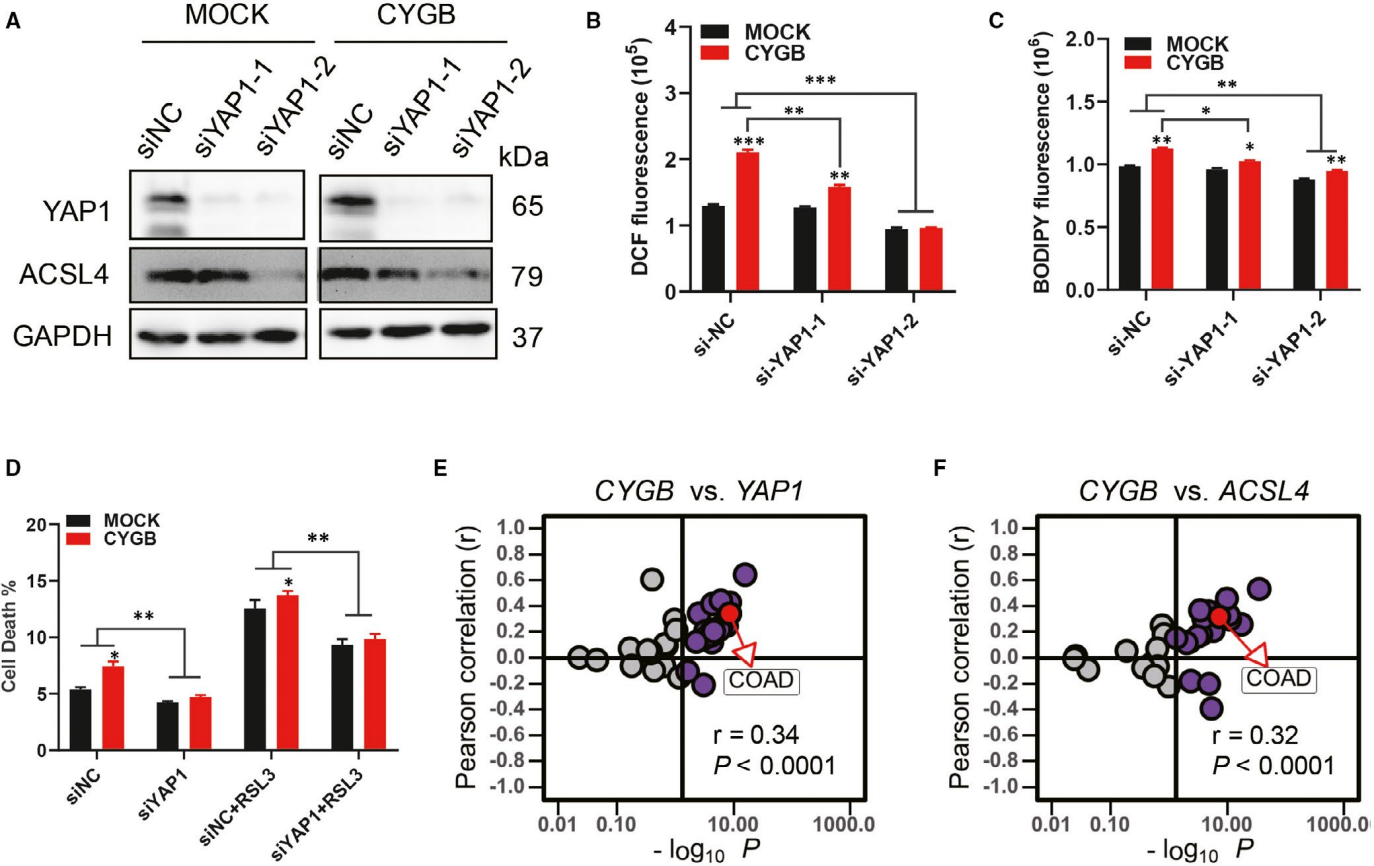
CYGB promoted ferroptosis sensitivity is YAP1 dependent. A. Immunoblotting analysis of YAP1 and ACSL4 in HCT116 cells treated with siRNAs targeting YAP1 for 72 hours. B, C. Cellular (B) and lipid (C) ROS detection with DCFDA and C11‐BODIPY, respectively. D. Cell death analysis with propidium iodide (PI) staining by flow cytometry after the application of RSL3, with or without YAP1 siRNAs. Data represent the mean ± SD of three biological replicates. *P < 0.05, **P < 0.05. E, F. Positive correlations between CYGB and YAP1 (E); and between CYGB and ACSL4 (F) mRNA expression in colon cancer from TCGA

### 3.6 YAP1 was a downstream target of p53

Components of the YAP/Hippo and p53 pathways could functionally interact to govern cell fate decisions. So we explored the relation between *YAP1*, *p53* and its direct downstream target SLC7A11 in colon cancer cells. An obviously increased p53 protein expression, but not the phosphorylation level, was identified in CYGB‐overexpressing cells (Figure 7A). After the siRNA knock‐down of *p53*, protein and mRNA levels of *YAP1* were also decreased (Figure 7B). The efficiency of *p53* knock‐down was confirmed and evaluated by detecting *p53* and its downstream target gene *SLC7A11* (Figure 7B and C). Furthermore, the *p53* knock‐down significantly decreased the lipid ROS production in CYGB‐overexpressing cells (Figure 7D). These data indicated the YAP1 was regulated by p53. A further evidence was demonstrated that a significant correlation was observed between *CYGB* and *p53* (*r* = 0.14, *P* = 0.02, Figure 7E).

**FIGURE 7:**
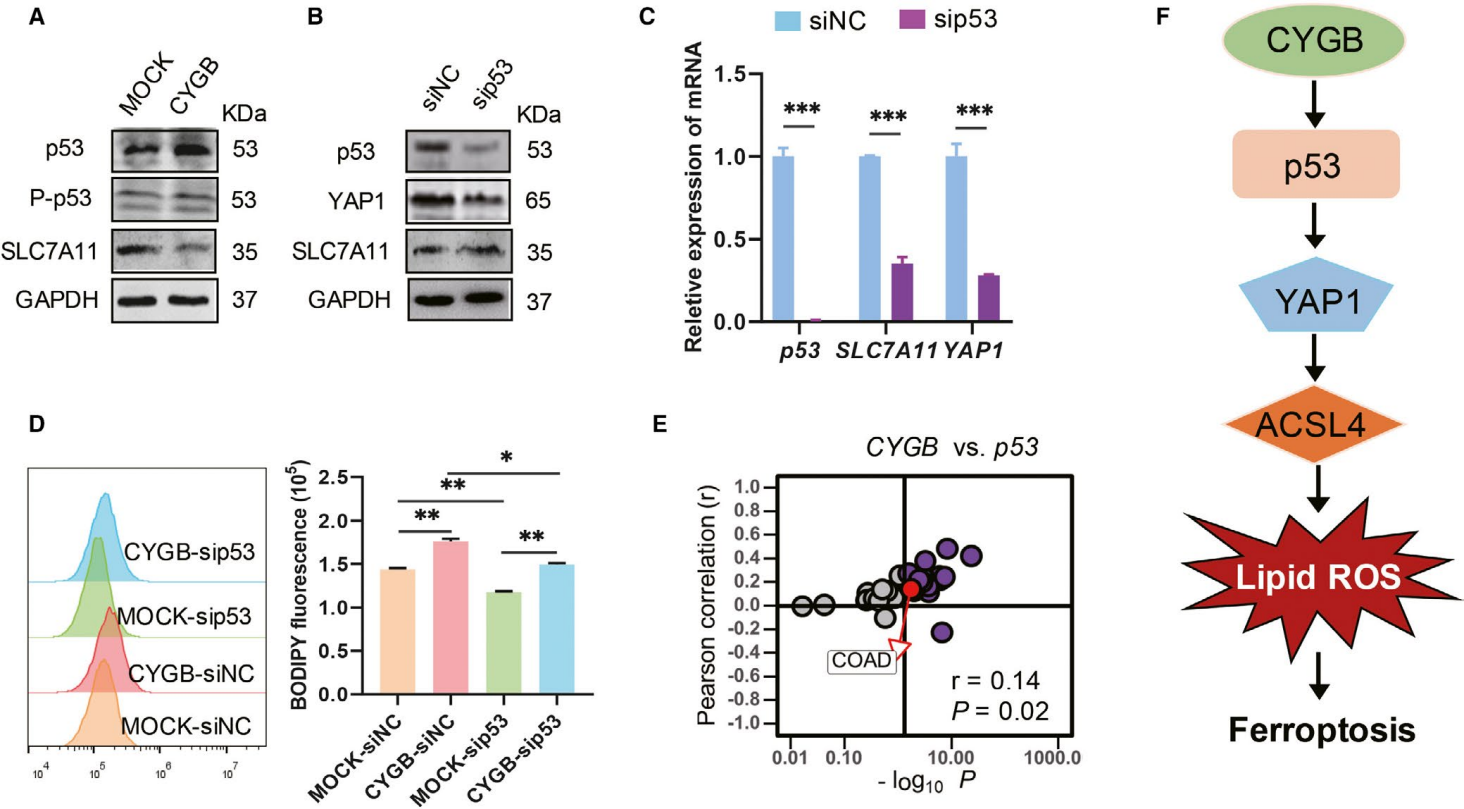
YAP1 was a downstream target of p53. A. Immunoblotting analysis of p53, P‐p53 and SLC7A11 in the MOCK‐ and CYGB‐overexpressing cells. B. Immunoblotting analysis of p53, YAP1 and SLC7A11 in the HCT116 cells treated with siRNAs targeting p53 for 72 hours. C. Transcriptional level of p53, SLC7A11 and YAP1 in the HCT116 cells treated with siRNAs targeting p53 for 72 hours. D. Effects on the lipid peroxidation after p53 knock‐down in the MOCK‐ and CYGB‐overexpressing HCT116 were assessed with C11‐BODIPY by flow cytometry. Data represent the mean ± SD of three biological replicates. *P < 0.05, **P < 0.05. E. Correlations between CYGB and P53 mRNA expression in colon cancer from TCGA. F. A proposed working model of CYGB to promote sensitivity of ferroptosis. YAP1 was the downstream of p53 which was activated by CYGB to promote lipid peroxidation and ferroptosis

## 4 DISCUSSION

Colon cancer is one of the most common malignant tumours worldwide and the third leading cause of cancer‐related deaths in both sexes; these deaths are generally due to the late diagnosis and the recurrence or metastasis of tumour cells.^32^, ^33^ Therefore, exploring the key molecules involved in CRC and demonstrating the functional mechanism would provide potential significance for CRC therapy. As a family member of globin, CYGB is considered to act as a tumour suppressor. In the present study, we demonstrated that CYGB inhibited cancer cell growth, decreased mitochondrial function and increased lipid peroxidation. Mechanistically, CYGB‐overexpressing cancer cells were more sensitive to ferroptosis inducers, such as RSL3 and erastin, due to the increase in YAP1 expression.

As a new mode of cell death, ferroptosis is related to the accumulation of lipid peroxidation and is a novel method for cancer cell therapy.^4^, ^34^ There are generally two well‐accepted pathways. One involves the glutamate/cystine antiporter of system xc‐ to import cysteine. The other involves inhibiting the activity of GPX4, which eliminates lipid peroxides. The inactivation of GPX4, an enzyme required for detoxification of lipid hydroperoxides, can induce ferroptosis even when the cellular cysteine and GSH contents are normal.^16^ Many types of cancer cells that are resistant to chemotherapy and certain targeted therapies appear to be sensitive to ferroptosis induced by GPX4 inhibition.^35^, ^36^ As the key component of the Hippo signalling pathway, YAP1 has been reported to regulate multiple biological processes. Although YAP1 is commonly considered a proto‐oncogene,^13^, ^14^, ^15^, ^16^ recent studies have demonstrated its tumour‐suppressive role in haematological cancer, breast cancer and even lung SCC cancer. YAP1 is closely related to ROS. YAP activation led to excessive accumulation of ROS by down‐regulating the antioxidant enzyme GPX2 in a manner related to p63 blockade.^37^ Here, our data also support the positive involvement of YAP in regulating ROS accumulation. However, the accumulation of ROS was closely related to ferroptosis. Generally, mitochondria account for most ROS production. It was reported that ferroptosis was induced due to mitochondrial membrane potential hyperpolarization and lipid peroxide accumulation with cysteine deprivation.^38^ In the present study, the increased ROS production and decreased mitochondrial membrane potential strongly indicated that CYGB disrupted mitochondrial function to contribute to ferroptosis.

Interestingly, the ROS generated by tert‐butyl hydroperoxide (TBH) were reported to induce ferroptosis through p53 activation.^6^ In addition, both p53 and YAP1 were reported to play regulatory roles in the cell cycle and ferroptosis. Components of the YAP/Hippo and p53 pathways functionally and physically interact to govern cell fate decisions.^39^ It was reported that p53 and YAP1 can be dynamically coregulated. YAP1 can directly bind to the TP53 gene promoter and up‐regulate p53 expression, leading to apoptosis during hepatocellular carcinoma chemotherapy. In turn, p53 can bind to the YAP1 promoter and up‐regulate its expression, establishing a positive feedback loop.^40^ Here, we demonstrated that YAP1 was a downstream of p53 and the down‐regulated YAP1 expression was observed in p53 knock‐down cells. The significantly decreased lipid ROS in CYGB overexpressed cells with p53 knock‐down strongly indicated that p53 was in the downstream of CYGB to regulate cellular function. On the other hand, it was reported that the anticancer chemical reagent chaetocin increased ROS, which induced YAP expression in glioma cells independently of the canonical Hippo pathway. Thus, the decreased ROS level due to transfection with YAP1 siRNAs also suggested that there was positive feedback regulation between ROS accumulation and YAP1 expression.

Although CYGB was reported to protect cells against oxidative stress, and the haem of Cygb was suggested to possess a radical scavenging function, no difference was observed in the expression levels of principal antioxidant enzymes, such as haem oxygenase‐1, catalase and superoxide dismutase types 1 and 2, in kidney cortex samples from *Cygb*‐transgenic rats and wild‐type littermates.^41^ Even when CYGB was discovered, there were obviously increased ROS levels and CYGB expression in activated HSCs compared with quiescent cells. Furthermore, CYGB could also be increased under oxidative stress conditions, such as H_2_O_2_ treatment. These results suggested that CYGB could be regulated by ROS and could regulate cellular biological processes. Thus, we investigated the function of constitutively overexpressed CYGB in CRC cells. 

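YAP1 (ENSG00000137693, chromosome 11 of GRCh38 from 102110461 to 102233423, plus strand) had 9023, 2324 and 8677 counts in MOCK replicates 1 to 3 and 8410, 8909 and 8081 counts in CYGB replicates 1 to 3. The mean was 135 ± 79.2 CPM in MOCK and 165 ± 10.8 CPM in CYGB-overexpressing cells (SD, n = 3 each). The log2 fold change of the gene was 0.30 (standard error 0.50, adjusted p = 0.977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value rested on MOCK replicate 2, and without it the log2 fold change was -0.12. The transcripts of the gene differed far more between libraries than their sum. ENST00000345877 had 6870, 1012 and 6521 counts in the MOCK libraries and 37, 51 and 61 counts in the CYGB libraries. ENST00000537274 had 1205, 290 and 1187 counts in MOCK and 7077, 0 and 5922 counts in CYGB. ENST00000282441 had 319, 344 and 181 counts in MOCK and 236, 7785 and 1059 counts in CYGB. ENST00000529029 had 0, 12 and 0 counts in MOCK and 569, 432 and 622 counts in CYGB. These 4 transcripts have no window of 150 bases that is absent from the other YAP1 transcripts. At the threshold of the methods, 1 of the 10 tested YAP1 transcripts was called higher and 1 lower. No YAP1 transcript was called higher without MOCK replicate 1, MOCK replicate 3, CYGB replicate 2 or CYGB replicate 3.

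**Figure D2:**
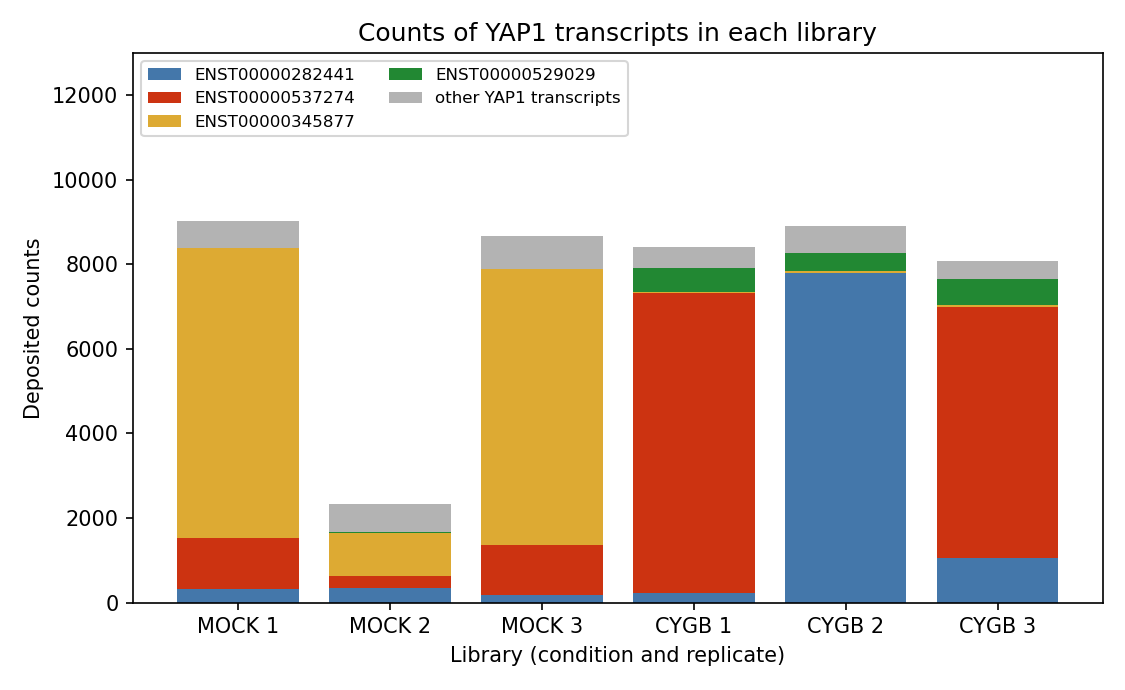
Deposited counts of YAP1 transcripts in each of the 6 libraries, stacked by transcript. The whole bar is the gene-level count, which lies between 8081 and 9023 in every library except MOCK replicate 2, at 2324.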

Although an accumulation of ROS was confirmed, there were no obvious changes in antioxidant enzymes, such as Ho‐1 or catalase (data not shown), between the CYGB‐overexpressing and control cells, and YAP1 was identified as a target of CYGB based on the RNA sequence. Importantly, we observed that the ROS levels were decreased by YAP1 knock‐down. Thus, the accumulation of ROS in CYGB‐overexpressing cells is the result of YAP1 activation, and our results are the first to identify a direct downstream target of CYGB in regulating ROS homeostasis. Furthermore, CYGB could interact with cellular membrane lipids to play a role of cell signalling regulation. It was considered that CYGB could regulate lipid metabolism under oxidative conditions. For example, it could enhance lipid peroxidation, one of the major pathways that produce reactive products and which was also the key step in the ferroptosis. Moreover, the improved expression of CYGB was accompanied by the increased ROS level during the activation of hepatic stellate cells. Based on these above reports and our experimental results, it was conceivable to expect that CYGB owned similar function to enhance lipid peroxidation and contribute to ferroptosis even in different cancers.

In summary, we demonstrated that CYGB‐overexpressing cells promote sensitivity to ferroptosis due to lipid peroxidation accumulation. YAP1 was a key downstream target of CYGB through p53 regulation to promote ferroptotic cell death signalling pathway (Figure 7F). Thus, our findings emphasize the importance of CYGB in ferroptosis regulation in colon cancer cells.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

Yang Xi, Shazhou Ye and Mingjun Xu designed the study. Shazhou Ye, Mingjun Xu, Tingwei Zhu, Jiayi Chen, Haizhong Jiang and Qingfang Zheng performed the experiments. Shazhou Ye, Shanping Shi and Qi Liao carried out the TCGA data analysis. Yang Xi and Xiaoyun Ding discussed the research and edited the manuscript. Yang Xi supervised the research. All authors read and approved the final publication.

## Supporting information

Figure S1‐S3 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

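The data are RNA-seq libraries of HCT116 cells transduced with a control lentivirus (MOCK) or a lentivirus carrying CYGB, with 3 libraries per group. The authors deposited 1 table of raw counts per transcript, without normalization, with paired-end reads behind it. The paper's text names neither the aligner nor the counting tool, and how reads were divided among the isoforms of a gene is not stated. Of the 172678 transcripts in the table, 151453 carry a gene and 21225 are assembled transcripts without a gene or a position. The transcripts without a gene held 18.6 to 19.5% of the counts of each library. They were left out of library sizes and tests, and a fit that included them was run as an added alternative. Both counts of transcripts had been seen before this was settled. Of the transcripts with a gene, 151393 are in GENCODE 29, and 99.6% of these have the same position there, so coordinates are those of GRCh38.

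Library totals ranged from 58138393 to 65252059 counts in MOCK (median 64325851) and from 61601071 to 66035266 counts in CYGB (median 62462929). Pairs of libraries differed by far more than sampling noise, with a chi-square per gene of at least 95.3. None was therefore taken as a repeat of another, and each was counted as 1 replicate. This does not show that the libraries of a group came from separate transductions. The paper describes stable lines and does not state this, so the p-values may not cover variation between transductions.

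Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and figures were drawn with matplotlib 3.10.9. The same steps were run per transcript (66609 tested) and after summing the transcripts of each gene (19987 tested). Features were kept by filterByExpr with its defaults (minimum count 10), normalized by TMM and tested with glmQLFit and glmQLFTest, CYGB against MOCK, without a block for the replicate number. P-values were adjusted by the Benjamini-Hochberg method. A transcript or gene was called at the threshold of the paper's methods, an unadjusted p-value of at most 0.01 and an expression ratio of at least 2 or at most 0.5, and separately at an adjusted p under 0.05. The common biological coefficient of variation was 78.9% for transcripts and 36.6% for genes.

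Gene lists for the Hippo pathway, YAP targets, ferroptosis, p53 targets and mitochondrially encoded mRNA were written by hand and are not a KEGG release. The Hippo list was compared with the other genes by a two-sided Fisher's exact test on genes with a called transcript. All 5 lists were tested on gene-level log2 CPM with limma's camera at a preset correlation of 0.01. Genes named in the text were those the paper names, of which 1 is not reported here. To these were added the 4 largest rises and 4 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM in a group and no overlap between groups, and by the same rule 3 rises and 3 falls among transcripts. This rule, the tests and most alternatives were set before the data were examined.

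The alternatives were DESeq2's size factors, DESeq2, edgeR's exact test, no expression filter, a mean of at least 50 counts, the replicate number as a block, and leaving out each library in turn. Named genes were also tested by their most abundant transcript. Transcripts of protein coding genes alone and protein coding transcripts alone were run with the types of GENCODE 29, since the table gives none, and were added after the data were seen. So was the Hippo list without the 12 genes of Figure 5G, which were then left out of the other genes too. To describe how far isoforms can be told apart, the share of 150-base windows found in no other transcript of the gene was computed from the GENCODE 29 sequences.

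The steps were tested on simulated counts with the means, library sizes and dispersions of these libraries and 200 features changed 8-fold. Per transcript (66609 features), 65% of the changed transcripts passed the threshold of the methods and 0% reached an adjusted p under 0.05, with 541 unchanged transcripts past the threshold. Per gene (19987 features), 91% passed the threshold and 76% reached an adjusted p under 0.05, with 130 and 16 unchanged genes, respectively. The 16 were a larger share of the calls than an adjusted p of 0.05 allows, a limit on the genes called here too. Further genes, raised by less than 8-fold to test the lists, were not counted as unchanged. TCGA data, immunoblots and KEGG terms were not analysed here.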

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

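The tests of these genes were chosen after the genes were seen, apart from the test of annotated overlapping genes. Outside the genes the paper discusses, 7 well expressed genes had an adjusted p under 0.05 with edgeR's quasi-likelihood test and no overlap between the groups of libraries. Z83844.3 (log2 fold change 5.85), MTUS1 (4.09) and ARMT1 (1.46) were higher in CYGB-overexpressing cells, and KRR1 (-4.23), PGAP1 (-4.12), PDXP (-3.79) and KDM3A (-2.03) were lower. Each differed from the MOCK libraries and is not among the genes the paper reports on.

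PDXP and Z83844.3 overlap on the plus strand of chromosome 22. The sum of both genes had 92.4 ± 13.8 CPM in MOCK and 80.9 ± 7.15 CPM in CYGB-overexpressing cells (SD, n = 3 each), a log2 fold change of -0.19. Assignment of the reads of this locus to one gene or the other is a candidate explanation for both changes.

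A difference in library size between the groups is argued against, since the mean total of CYGB libraries was 1.01 times that of MOCK libraries. Reads passing to an annotated overlapping gene were found for 0 of the 5 genes MTUS1, ARMT1, KRR1, PGAP1 and KDM3A. None has an overlapping gene that shifted the opposite way by at least 50% of the change. Only MTUS1, with 2 overlapping genes, and KRR1, with 1, could have had one, since ARMT1, PGAP1 and KDM3A overlap no counted gene. Reads passing between a gene and the transcripts without a gene stay open for all 7 genes, because each has at least 1 such transcript with an opposite shift of similar size (7 of them for KDM3A and 223 for PGAP1), and these transcripts have no position. For the same reason a biological effect of CYGB and a difference between the 2 transduced populations cannot be told apart from it. Of the 10 splits of the 6 libraries, only the real one gave as many as 11 genes with an adjusted p under 0.05, and the others gave 0 to 6 (1 of 10 splits, the smallest share this design allows).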

How the results depend on the processing

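The number of transcripts past the threshold of the methods was 681. It was 1506 with DESeq2, 1103 with edgeR's exact test and 319 at a mean of at least 50 counts, and ranged from 961 to 1209 transcripts across the 6 fits that each left out one library. The highest number was without MOCK replicate 3. Each of these 6 fits shared 412 to 434 transcripts with the 681. The number of transcripts with an adjusted p under 0.05 was 10. It was 748 with DESeq2, 519 with edgeR's exact test, 5 without an expression filter and 5 with the transcripts without a gene included, and 0 to 7 with one library left out. The fit that gave 0, without CYGB replicate 3, had 3100 transcripts at an unadjusted p under 0.05.

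The number of genes past the threshold was 113. It was 263 with DESeq2, 256 with edgeR's exact test and 62 at a mean of at least 50 counts, and 124 to 177 with one library left out, highest without MOCK replicate 3. The number of genes with an adjusted p under 0.05 was 11, against 108 with DESeq2, 64 with edgeR's exact test and 6 to 14 with one library left out, with 6 without MOCK replicate 1 and 7 without CYGB replicate 3. The number of called transcripts whose gene was called in the same direction was 52, against 158 with DESeq2, 114 with edgeR's exact test, 29 at a mean of at least 50 counts and 72 to 112 with one library left out, highest without MOCK replicate 3. The cause of these differences was not tested, beyond the lower numbers at a higher filter, where fewer features are tested.

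The replicate numbers did not pair the samples, since same-numbered libraries deviated from their group means with correlations of 0.016, 0.0049 and 0.025 across genes. With the replicate block, 291 transcripts and 78 genes passed the threshold, 0 transcripts and 0 genes had an adjusted p under 0.05, 1814 transcripts and 764 genes had an unadjusted p under 0.05, and 23 called transcripts had a gene called in the same direction. The odds ratio of the Hippo list was 4.54 with the replicate block. In that fit YAP1 and CTNNB1 had a called transcript opposite to Figure 5G and none in its direction, and YWHAZ had 1 in each direction.

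The odds ratio of the Hippo list was 2.83 and stayed above 1 under every alternative run, from 1.76 to 4.54. It no longer had p under 0.05 without CYGB replicate 1 (range 1.76 to 3.32 with one library left out) and for genes called after summing (2.60). The same held in 2 alternatives added after the data were seen, without the genes of Figure 5G (odds ratio 1.92) and against matched random lists without them (1.69 times the mean of the lists). The log2 fold change of YAP1 was 0.30 and ranged from -0.12 to 0.64 with one library left out, negative only without MOCK replicate 2. Those of SLC7A11 (from -0.14 to 0.19) and CAT (from -0.000836 to 0.10) also changed sign with one library left out. Among the 12 genes of Figure 5G, the number that moved in the direction of the figure was 7, and 4 without MOCK replicate 2.

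None of the 5 gene lists had an adjusted p under 0.05 under any alternative run. The p53 targets changed direction without MOCK replicate 3 (adjusted p = 0.927 from limma's camera) and without CYGB replicate 1 (adjusted p = 0.816 from limma's camera), within a range of 0.553 to 0.927 with one library left out. The YAP targets changed direction without CYGB replicate 1 (adjusted p = 0.969 from limma's camera, range 0.553 to 0.969). The mitochondrially encoded mRNA did so without CYGB replicate 2 (adjusted p = 0.908 from limma's camera, range 0.639 to 0.948). MTUS1, PDXP, KRR1, KDM3A and Z83844.3 kept an adjusted p under 0.05 with each of the 6 libraries left out, and ARMT1 and PGAP1 lost it in all 6. ACSL4 had an adjusted p under 0.05 with DESeq2 and edgeR's exact test, within a range of 0.00078 to 0.998 over its alternatives. On the simulated counts the quasi-likelihood test recovered 0% of 8-fold changed transcripts at an adjusted p under 0.05 and 76% of such genes. What lowered the share for transcripts was not tested.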

Differences from the paper's values

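The paper reports 2579 changed mRNA, and 681 transcripts passed the same cut-offs here. For those higher in CYGB-overexpressing cells the paper gives 1336, against 360 here, and for those lower it gives 1243, against 321 here. The paper names no test specific to its RNA-seq calls and does not state their unit, which was taken here to be the transcript. The 681 leave out the transcripts without a gene, which the paper may have counted. With them included, an added alternative, 857 passed. None of the alternatives set before the data were examined closed the gap for all transcripts, with DESeq2 the nearest at 1506. The paper's number of protein coding genes is 1356, against 564 here. With DESeq2 (1212), edgeR's exact test (908) and without MOCK replicate 3 (983) that number lay within 1.5 times the paper's, and with the other alternatives set before the data were examined it did not.

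Figure 5G shows BIRC2 higher in the CYGB libraries, and the gene-level log2 fold change here was -1.13. It also shows SMAD4, YWHAZ and CTNNB1 higher and ACTG1 lower, where the gene-level log2 fold changes were -0.11, -0.11, -0.02 and 0.22. Whether the figure shows gene sums or single transcripts could not be told, so a gene-level value need not match it. At the level of the transcript, a transcript past the threshold in the direction of the figure was found for YAP1, YWHAZ, CSNK1D and ACTG1. YAP1 also had a transcript past the threshold in the opposite direction, here and under every alternative. It had none in the direction of the figure at a mean of at least 50 counts or with the replicate block. The same held without MOCK replicate 1, MOCK replicate 3, CYGB replicate 2 or CYGB replicate 3. CSNK1D had none in the direction of the figure at a mean of at least 50 counts or with the replicate block. ACTG1 had none in these fits, and none without MOCK replicate 1 or CYGB replicate 3. CTNNB1 also had one in the direction of the figure with DESeq2 and without MOCK replicate 2, MOCK replicate 3 or CYGB replicate 3. CTNNA1 had one without an expression filter and without MOCK replicate 2, TGFB3 without MOCK replicate 3 and DVL2 without MOCK replicate 1. Transcripts in the opposite direction were also called for CTNNA1 without MOCK replicate 2, for TGFB3 with DESeq2 and without CYGB replicate 3, for YWHAZ at a mean of at least 50 counts and without MOCK replicate 1, MOCK replicate 3 or CYGB replicate 2, and for CTNNB1, BIRC2 and CSNK1D without CYGB replicate 3. The paper names YAP1 as identified from the RNA sequence, and its gene-level log2 fold change here was 0.30 (adjusted p = 0.977 from edgeR's quasi-likelihood test). The paper also reports more YAP1 protein by immunoblot and effects of YAP1 knock-down. RNA counts do not test either.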

Other observations

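The tests in this part were set out before their results were seen, apart from those on YAP1 in MOCK replicate 2, on the 58 transcripts present in 1 group alone, on the counts of transcripts and genes by edgeR in other splits, and on the Hippo list without the genes of Figure 5G. Each result of the comparison was set beside the 10 splits of the 6 libraries into 3 and 3, where no share under 0.1 is possible. As many transcripts past the threshold of the methods as the real 681 were given by 3 of the 10 splits, and the other splits gave 524 to 745. For transcripts with an adjusted p under 0.05 by edgeR it was 2 of 10 splits, for genes past the threshold 3 of 10, and for called transcripts with a gene called in the same direction 7 of 10. DESeq2 gave 748 transcripts at an adjusted p under 0.05 for the real split and 573 to 887 for the others, and 3 of 10 splits gave as many. For genes by DESeq2 it was 4 of 10 splits, with 108 genes in the real split and 79 to 398 in the others. The odds ratio of the whole Hippo list was largest in the real split (1 of 10 splits). This is no test, since the list holds the 12 genes of Figure 5G, which the study picked partly from these groups. Without them the odds ratio was 1.92 in the real split and 0.58 to 2.11 in the others, and 3 of 10 splits gave as large a value.

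Transcripts varied more between libraries of 1 group than gene sums, with a median SD of log2 CPM of 0.65 for transcripts and 0.31 for genes. Among transcripts with a mean of 100 to 1000 counts, those without any 150-base window of their own had a median SD of 0.87, and those with at least 50% of their windows unique had 0.31, a ratio of 2.80. Within the same range of 100 to 1000 counts, transcripts of genes with several annotated transcripts had 2.40 times the median SD of transcripts of genes with 1. This argues against counts below that range as the cause there, but mean counts were not matched within the range. In 71.0% of 10178 transcripts holding 20 to 80% of their gene, the deviations within groups went against the rest of the gene. Both results are consistent with an uneven division of reads among overlapping isoforms as a source of the spread of transcripts, which remains a hypothesis because the counting was not repeated.

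In 58 transcripts, every library of one group had at least 100 counts and every library of the other had 3 or fewer. The other splits gave 28 to 50 such transcripts, so the real split gave the most (1 of 10 splits). A change of the whole gene argues for only part of them, since the gene sum changed at least 2-fold in the same direction in 12 of the 58 (20.7%). Among the transcripts named by the rule set beforehand, ENST00000590156 of ATP5F1A was at least 8868-fold higher, ENST00000415593 of P4HB at least 7371-fold higher and ENST00000262102 of MTUS1 at least 2225-fold higher in CYGB-overexpressing cells, and ENST00000513610 of MYO10 was at least 1393-fold lower. The P4HB gene had a log2 fold change of 0.01. RPL7A ENST00000468019 and KDM3A ENST00000312912 had log2 fold changes of -5.12 and -5.09. A candidate explanation for the switch in P4HB is again the division of reads. Its ENST00000575069 had 37373, 40867 and 46537 counts in MOCK and 112, 595 and 207 counts in CYGB libraries. The ratio of 2.80 above bears on this switch only across transcripts in general. The same explanation stays open for ATP5F1A, RPL7A and KDM3A, where another transcript shifted the opposite way. ENST00000398752 of ATP5F1A had a log2 fold change of -3.62, ENST00000323345 of RPL7A of 1.66 and ENST00000441719 of KDM3A of 2.71. The gene sums of ATP5F1A, MTUS1, MYO10 and KDM3A moved with the named transcript, with log2 fold changes of 1.18, 4.09, -3.24 and -2.03.

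In MOCK replicate 2, YAP1 had 2324 counts, against 8081 to 9023 in the other libraries. Assignment of its reads to transcripts without a gene could explain this, and 29 such transcripts were high in that library alone, but 12 to 37 were so in each of the other libraries and none has a position, so it cannot be told apart from a lower level of the locus. The YAP1 transcript with the most unique windows (15.4%) had 0 counts in MOCK replicate 2, a ratio of 0 to the other MOCK libraries, but it also had 0 counts in CYGB replicate 3, so a lower level of the whole locus stays open too.

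Single transcripts of 2 genes of Figure 5G, chosen after their values were seen, had counts in few libraries. ENST00000532672 of BIRC2 had 1543 counts in CYGB replicate 1 and 0 counts in the other 5 libraries. ENST00000575458 of DVL2 had 554 and 364 counts in MOCK replicates 2 and 3 and 0 counts in the other libraries.

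Other genes that the paper names, some only as background, were read at the level of the gene. ACSL4 had 9.04 ± 0.814 CPM in MOCK and 27.7 ± 10.4 CPM in CYGB-overexpressing cells (SD, n = 3 each), higher in 3 of 3 CYGB libraries, with a log2 fold change of 1.62 (adjusted p = 0.844 from edgeR's quasi-likelihood test). The gene passed the threshold of the methods, which uses the unadjusted p-value, and so did 2 of its 5 tested transcripts, both higher. SLC7A11 had a log2 fold change of 0.05, HMOX1 of 0.14 and CAT of 0.06, and each difference between group means was smaller than the larger of the 2 group SDs. Their adjusted p was at least 0.963 by the same test. GPX4, SOD1, SOD2, LATS1, LATS2, ACTB and GAPDH had log2 fold changes from -0.09 to 0.02, and the weakly expressed GPX2 had -0.66, with an adjusted p of at least 0.963 for each.

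With limma's camera, the adjusted p of the hand-written lists was 0.69 for ferroptosis (38 genes, median log2 fold change 0.01), 0.598 for the Hippo pathway (139 genes, -0.06), and 0.711 each for mitochondrially encoded mRNA (9 genes, -0.01), p53 targets (39 genes, -0.06) and YAP targets (21 genes, -0.06). None had an adjusted p under 0.05, with fry or an estimated correlation either. As small a p was given by 2 of the 10 splits for ferroptosis, 1 for the Hippo pathway with or without the genes of Figure 5G, 6 for mitochondrially encoded mRNA, 8 for p53 targets and 5 for YAP targets.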
